A study of Oryza sativa with 19 samples. Its data were reported in "Gene Organization in Rice Revealed by Full-Length cDNA Mapping and Gene Expression Analysis through Microarray" (2007).

How the data were processed

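Messenger RNA levels of rice were measured on 2-colour Agilent oligonucleotide arrays of 2 designs, called S1 and S2 in the labels. Total RNA came from shoot, root, panicle and callus of the variety Nipponbare (a japonica rice, written NB) and from shoot of the variety IR64 (an indica rice). Each array was self-hybridised, so its Cy3 and Cy5 channels held RNA of the same sample. The 5 tissue groups had 2 replicates on each design, except that NB panicle had 1 array on S2, which made 10 arrays of S1 and 9 of S2. Per the labels the tissues also differed in growth environment. The labels give shoots and roots the same age, while the study's methods give older seedlings for shoots than for roots. Age may therefore also differ between these tissues. Groups and replicate numbers were taken from the sample titles. The labels number the sources of a tissue without saying whether they are separate RNA extracts. The study's methods describe RNA pooled over plants and repeated hybridization of each sample, with the differences put down to the slides. The SD and p-values below may therefore cover repeated hybridizations of 1 pooled RNA only.

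Per the file headers, the authors ran Feature Extraction version 8.1.1.1 on each scan. The deposited processed signal intensity of a spot is background-subtracted and dye-normalized within its array (linear and LOWESS, on rank-consistent probes), and it was not normalized between arrays. The deposited files also hold background-subtracted intensity, mean signal and local background intensity per channel, flags per spot, the log10 ratio of Cy5 over Cy3, and the p-value of that ratio from the software's error model. Per the file headers, a spot counted as well above background when its signal differed from the background at p 0.01 and exceeded 2.6 standard deviations of it. The deposited series-wide values equalled the log10 ratio of the scanner files at each of the 44290 spots on all 19 arrays. That ratio is listed as 0 where both channels held a surrogate for a dim signal.

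As in the study's methods, signals were scaled to a median of 1000 and values above 100000 were set to 100000. Here this was done for each channel over the non-control probes of the array. For the fits, log2 was then taken and the mean of both channels was the value of a replicate, since they held the same RNA. Counts above 1000 used the median of a group's channel values, without log2. The 1942 positive and 314 negative control spots and the spots marked as outliers were left out, and saturated spots were kept. A probe was detected on an array when it was well above background in both channels, and detected in a group when this held on every array of the group. The number of arrays limits the precision of every value. Between 0 and 2 of the 314 negative control spots of an array were detected.

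The fits used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on the probes detected in at least 1 group of a design, with all 5 groups of a design in 1 fit. P-values were adjusted by Benjamini-Hochberg within each pair of groups and design, with calls at adjusted p below 0.05, and the calls of both designs were added. A probe was enriched in an NB tissue when it was called higher there than in each of the other 3 NB tissues. The dye difference was tested with limma on log2 of Cy5 over Cy3 against 0, averaged over the group means of a design. Of the 83040 distinct probes, 1028 are on both designs and entered the counts 2 times. The rest of the work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

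Probes named in the text were picked by rules set before the data were examined. Tissue and variety probes had the largest log2 difference among called probes with no overlap between the arrays of the groups, 1 per identifier. Tissue probes were not saturated in the brighter tissue. Variety probes were left out only when saturated on every array of both groups. Dye probes had the largest mean ratio either way among called probes. The 3 leading probes of each list were followed through the alternatives, and up to 2 per direction are printed. A check of the labels on chlorophyll-binding and Rubisco small subunit probes had been planned and could not be made, since 0 identifiers of the arrays matched the reference table of gene names. Identifiers are therefore printed as the files give them, and probes of gene models are given by their class alone. Where a probe was not well above background on any array of the dimmer group, the fold is a lower bound, from the brighter group's mean against the mean of the higher of the dim probe's own value and the lowest detected value of each array, all as scaled log2 values.

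The scripts were tested on simulated arrays with 200 of the probes changed. For the variety comparison on S1 (36868 probes), 50% were recovered with independent noise at each probe's residual SD, 82% with noise at its moderated SD, and 63.5% when the replicate shift of the real arrays was added to noise at the moderated SD of the fit with the replicate block. On S2 (36117 probes) the same steps recovered 0%, 27.5% and 0%, so S2 had little power when so few probes changed. The planted changes were well over 2-fold. Adjustment of p-values is stricter when few probes change, so this recovery does not carry over to the tissue pairs. There the S2 fit called 4897 probes in root against shoot. With the replicate number as a block, the steps without the shift recovered 42% and 79.5% on S1 and 0% and 24% on S2, no more than without the block. With the block and the shift present, 95.5% were recovered on S1 and 93.5% on S2, with 15 and 17 false calls. The noise beside the shift came from the blocked fit, so this recovery is not that of the block alone. The simulated shift was the mean over tissues and equal in every tissue, while the real deviations differed between tissues. The moderated noise and the shift were added after the first of these tests. For the dye difference, 95% were recovered on S1 and 86.5% on S2. The planted dye differences exceeded 1.5-fold, and most real dye calls lay below that. This recovery is therefore not that of differences of the size called.

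The replicate numbers were checked for pairing. Over probes, the deviations of replicate 2 from replicate 1 correlated between tissues in each of the 10 pairs on S1 (r from 0.114 to 0.638) and each of the 6 pairs on S2 (r from 0.549 to 0.831). All replicate 2 arrays were scanned on 1 date and the replicate 1 arrays on 3 others, so replicate number and scan date go together. The fit without a block was fixed before the data were examined and is reported first, with the blocked count beside it.

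Alternatives set before the data were examined covered the background correction and normalization (normexp with an offset of 50, loess and Aquantile), the scaling between arrays, the filter on dim probes, the outlier spots, the cap, the channel, the replicate block, the scan date as a block, the variance prior, the threshold, the samples in the fit, the detection rule and each replicate left out in turn. The value of a locus with several probes, the block together with quantile normalization, and each replicate alone for detection and probe classes were added after seeing the data.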

Results

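The arrays carried 84068 probe positions on both designs together, each design with 42034 non-control probes. The samples were IR64 shoot and NB shoot, root, panicle and callus, with 2 replicates on each design, except for 1 NB panicle array on S2. The brightness of the arrays differed. The median background-subtracted signal, averaged over the channels, ran from 54.8 to 167.2 on S1 and from 37.5 to 178.7 on S2.

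The first question was how many of the probes gave a signal in each tissue. On S1 the share of probes detected was 77.6% ± 5.74 (SD, n = 2) in NB shoot, 83.8% ± 0.739 (SD, n = 2) in root, 83.7% ± 1.095 (SD, n = 2) in panicle, 84.7% ± 5.17 (SD, n = 2) in callus and 76.7% ± 4.84 (SD, n = 2) in IR64 shoot. On S2 it was 72.7% ± 8.83 (SD, n = 2) in NB shoot, 76.1% ± 10.6 (SD, n = 2) in root, 78.0% ± 15.2 (SD, n = 2) in callus and 73.8% ± 10.0 (SD, n = 2) in IR64 shoot. The single NB panicle array of S2 gave 82.7%. The SD between replicates was as large as most of the differences between these means, and 2 arrays against 2 cannot give an exact p below 0.333. Between arrays of the same design and replicate number, however, NB shoot had a lower share than root and than callus in 4 of 4 pairs (each exact sign test p 0.125, two-sided, the smallest that 4 pairs can give) and than panicle in 3 of 3 (exact p 0.25, the smallest for 3). Under both other detection rules shoot was lower than root and than callus in only 3 of 4 pairs, with S2 replicate 2 the other way, and lower than panicle in 3 of 3. Under the main rule shoot minus root was -9.77 to -2.12 points and shoot minus callus -9.82 to -0.764 points. In each pair with root, callus or panicle the shoot array was also the dimmer one by median background-subtracted signal. On S1 the shoot arrays had 100.3 and 56.07, against 113.8 and 112.6 in root and 167.2 and 100.4 in callus. On S2 they had 82.0 and 40.69, against 126.0 and 47.93 in root and 178.7 and 44.96 in callus. Tissue and brightness cannot be told apart in these pairs. The detection rule moved the shares most. Without the step of 2.6 standard deviations they were 94.4% in NB shoot on S1 and 92.0% on S2.

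**Figure D1:**
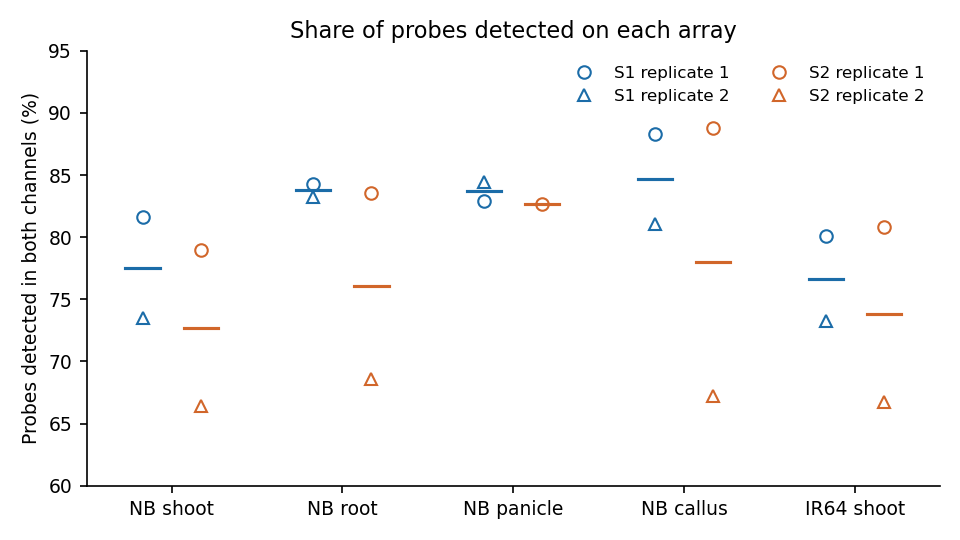
Share of probes detected in both channels (percent, vertical axis, which starts at 60) on each array, by tissue, with circles for replicate 1, triangles for replicate 2, blue for S1 and orange for S2, and a bar for the group mean. On S2 the 4 arrays of replicate 2 lie between 66.4% and 68.6% and the 5 of replicate 1 between 78.9% and 88.8%.

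Of the 84068 probe positions, 72623 (86.4%) were detected in at least 1 NB tissue and 52189 (62.1%) in all 4. At a scaled signal above 1000, a threshold that the study used against possible cross-hybridization, 52151 positions (62.0%) passed in at least 1 NB tissue and 33466 (39.8%) in all 4. The alternative that moved the first of these counts most, leaving out the step of 2.6 standard deviations, gave 81793 positions.

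Replicates and dyes set the error of the comparisons. Over the probes of the fits, the SD between replicates of log2 signal averaged 0.45 on S1 (0.37 to 0.60 over the 5 groups) and 0.65 on S2 (0.57 to 0.79 over 4 groups). The correlation between replicates, across probes, which are not independent replicates, ran from 0.901 to 0.978. The SD of the log2 ratio of Cy5 to Cy3 averaged 0.23 on S1 and 0.25 on S2, below the SD between replicates on each design. With normexp, loess and Aquantile the SD between replicates was 0.31 on S1 and 0.43 on S2, and that of the dye ratio 0.12 and 0.11.

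The next question was which probes differed between tissues. In root against shoot of NB, limma called 14315 probes at adjusted p below 0.05, 8452 higher in root and 5863 lower. In panicle against shoot it called 11576, 6947 higher and 4629 lower, and in callus against shoot 17804, 9989 higher and 7815 lower. Panicle against root gave 6286 calls, 3367 higher in panicle and 2919 lower. Callus against root gave 9318, 4082 higher in callus and 5236 lower, and callus against panicle gave 7858, 3039 higher in callus and 4819 lower. With the replicate number as a block these counts were 25183, 22674, 30232, 11290, 18213 and 14369 in the same order. As a ratio of counts, the largest move came in callus against root, where a fit of only the groups compared gave 2443 calls. Under scaling to the 75th percentile, panicle against shoot had 6536 higher and 6597 lower calls, so the excess of higher calls in this pair was not kept. The excess of lower calls in callus against root depended on the setting too, with 6307 higher and 6338 lower under normexp, loess and Aquantile, 9079 and 9134 with the replicate block, 10113 and 9302 with the block and quantile normalization, and 7941 and 7030 with scan date as a block. That scaling moved the median log2 change of the tested probes of panicle against shoot to -0.29 on S1 and -0.21 on S2, against -0.05 and -0.11 with scaling to the median. In root and callus against shoot it was between -0.18 and -0.30.

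Most calls came from S1, where the replicates lay closer together. Root against shoot gave 9418 calls on S1 and 4897 on S2, and panicle against shoot, with 1 panicle array on S2, gave 10125 and 1451. The single panicle array of S2 has no spread of its own, so limma took the spread of these calls from the other groups. The panicle counts include 1451 such calls against shoot, 1241 against root, 1323 in callus against panicle and 209 enriched in panicle. With the block the same pairs gave 12821 and 12362 calls, and 15191 and 7483. Single replicates mattered as well, each left out on every design that held it. The count of root against shoot was 7482 without NB root replicate 2, and that of panicle against shoot was 5913 without NB shoot replicate 1. That of callus against shoot was 9986 without NB shoot replicate 2. Without NB callus replicate 1 the calls had an excess of higher probes in callus against root (5594 higher, 3941 lower) and in callus against panicle (4001 and 3544), and without NB callus replicate 2 callus against shoot had more lower than higher calls (5341 higher, 6244 lower). Without NB root replicate 1 panicle against root had more lower than higher calls (1870 higher, 2050 lower), as it had on S2 alone (536 and 705). The counts against root were lowest without NB root replicate 2, with 3488 for panicle and 4476 for callus, and callus against panicle was lowest without NB panicle replicate 2, with 4939.

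**Figure D2:**
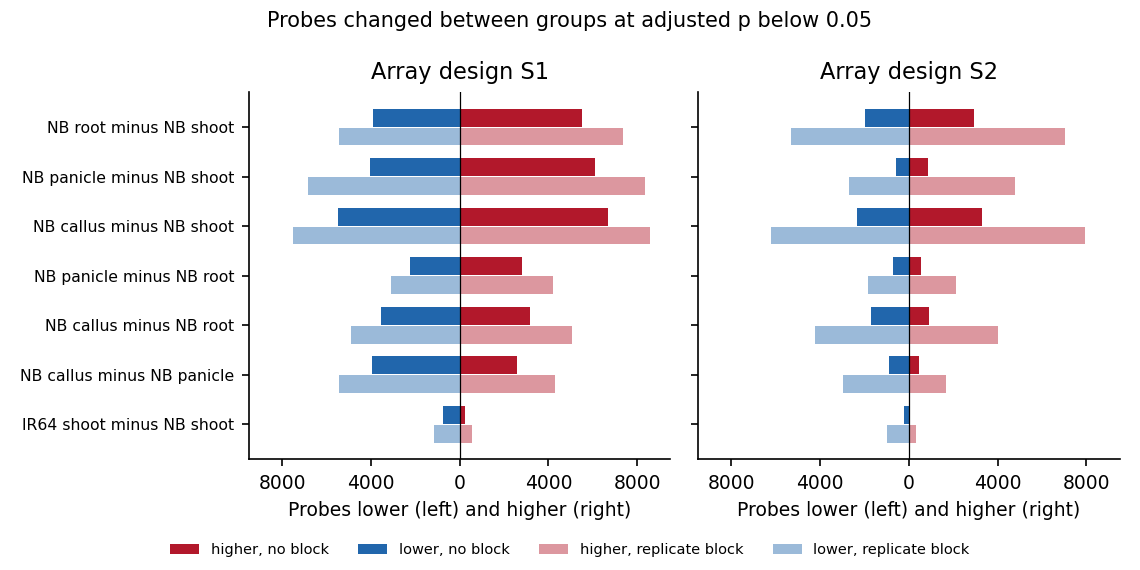
Probes called higher (red, to the right of 0) and lower (blue, to the left) in the first of the groups named, for each pair and array design, at limma's adjusted p below 0.05, without a block (dark) and with the replicate number as a block (pale). In root against shoot on S2 the calls go from 4897 without the block to 12362 with it.

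Enrichment in 1 tissue of NB was called for 2716 probes in shoot, 1746 in root, 1321 in panicle and 1619 in callus. An enriched probe had to be called against panicle as well, so on S2 the 511 in shoot, 498 in root and 273 in callus rest on the single panicle array too. With the replicate block the counts were 5326, 2977, 2460 and 3548. They fell to 1263 without NB shoot replicate 2 for shoot, to 831 without NB root replicate 2 for root and to 810 without NB panicle replicate 2 for panicle. The count for callus was 677 without replicate 2 of callus and 2542 without replicate 1 of callus.

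Of the probes enriched in shoot, R03-E3TU-01960F had a log2 signal of 16.07 ± 0.01 (SD, n = 2) in NB shoot and 6.80 ± 0.20 (SD, n = 2) in root, the nearest tissue, a difference of 9.27 (SE 0.33, limma's adjusted p 2.18e-06). It was not well above background in root, panicle or callus, and the signal in shoot was at least 454-fold higher than in root. In root, R07-00011F_C had 16.48 ± 0.18 (SD, n = 2) against 6.49 ± 0.57 (SD, n = 2) in shoot, a difference of 9.99 (SE 0.39, limma's adjusted p 2.18e-06), at least 433-fold, with replicate 2 of root at the cap of 100000. In callus, R09-00298F_C had 16.50 ± 0.16 (SD, n = 2) against 7.64 ± 0.43 (SD, n = 2) in shoot, a difference of 8.86 (SE 0.33, limma's adjusted p 9.42e-07), at least 438-fold. It was well above background on both panicle arrays of S1, and replicate 2 of callus was at the cap of 100000. In panicle, R01-01300F_C on S1 had 15.92 ± 0.40 (SD, n = 2) against 6.43 ± 0.50 (SD, n = 2) in shoot, a difference of 9.49 (SE 0.41, limma's adjusted p 2.51e-06), at least 294-fold. E5_11157 on S2 had a difference of 9.78 from shoot (SE 1.05, limma's adjusted p 0.00641), at least 375-fold, but it rested on 1 panicle array, at the cap of 100000. Its adjusted p rose to 0.0529 without NB shoot replicate 1 and to 0.0504 without NB shoot replicate 2. The probes were chosen by these differences, but their order is not settled where the other tissue was not above background. By the lower bounds against shoot, R12-E3TU-00739R (473-fold, both root arrays at the cap) passed R07-00011F_C in root. E5_12375 (396-fold) passed both panicle probes by the same bounds. Of the shoot probes, an END probe of a gene model (at least 514-fold over root) passed R03-E3TU-01960F.

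Shoots of the varieties were compared to find probes whose signal differed between IR64 and NB. limma called 1255 probes, 277 higher in IR64 and 978 lower, 1030 of them on S1 and 225 on S2. With the replicate block 3019 were called, 847 higher and 2172 lower. With scan date as a block 1244 were called, 467 higher and 777 lower. As a ratio, a fit of only the shoot groups moved the count most, to 144. The count was 390 without NB shoot replicate 1, 497 without NB shoot replicate 2, 603 without IR64 shoot replicate 1 and 515 without IR64 shoot replicate 2. The labels give Trizol as the extraction reagent of IR64 shoot and RNeasy for every NB group, so by the labels variety and kit cannot be told apart. The study's methods give Trizol for all shoots and RNeasy for the other tissues instead, by which kit would go with tissue and not with variety. The files do not settle which holds.

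A CDS probe of a gene model on S1 was higher in IR64 shoot, with 13.91 ± 0.91 (SD, n = 2) against 6.49 ± 0.47 (SD, n = 2) in NB shoot, a difference of 7.42 (SE 0.45, limma's adjusted p 8.02e-05). It was not well above background on either NB shoot array of S1, and the signal was at least 72.9-fold higher in IR64. R11-E3TU-00879F had a larger difference of 7.67 on S2 (SE 0.73, limma's adjusted p 0.0087), at least 138-fold, but its adjusted p lay between 0.0911 and 0.136 when any 1 shoot replicate was left out. Lower in IR64 were R06-00523F_S1, with a log2 difference of -9.49 (SE 0.59, limma's adjusted p 0.00588), at least 385-fold, and R03-E3TU-00836F, with -8.18 (SE 0.72, limma's adjusted p 0.00749), at least 143-fold. The NB shoot arrays of the first were at the cap. Without NB shoot replicate 1 both had an adjusted p of 0.107, without NB shoot replicate 2 they had 0.129 and 0.13, and without IR64 shoot replicate 1 they had 0.053 and 0.1. Without IR64 shoot replicate 2 only the second lost its call. Of the probes lower in IR64, R03-00594F_C (at least 181-fold) passed R03-E3TU-00836F by the lower bounds, so their order is not settled. R06-00523F_S1 and R03-E3TU-00836F were well above background in every NB tissue on S2 and on neither IR64 array. The probes were designed on NB sequence. The study proposes genome variation as a possible cause of lower IR64 signals and left IR64 out of its further analyses. Poor binding of IR64 transcripts cannot be told apart from lower expression for these probes.

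Because both channels of an array held the same RNA, a ratio that departs from 1 is a difference between dyes. limma called 10914 probes, 9712 of the 36868 tested on S1 and 1202 of the 36114 tested on S2. Cy5 was higher in 5645 and Cy3 in 4067 on S1, and in 472 and 730 on S2. The differences were small, and 97.8% of the calls on S1 and 94.5% on S2 lay below 1.5-fold. Requiring at least 1.5-fold moved the count most, to 276. Without NB callus replicate 2 the count was 5292. The largest ratios towards Cy3 were -2.74 on the log2 scale in an END probe of a gene model on S2 (SE 0.36, limma's adjusted p 0.0365) and -2.52 in another END probe on S1 (SE 0.11, limma's adjusted p 0.000357). They were negative on 9 of 9 and 10 of 10 arrays, but the probes were detected on only 3 and 6 of them. The largest towards Cy5 were 0.82 in R05-00086F_C (SE 0.06, limma's adjusted p 0.00117) and 0.68 in a further END probe (SE 0.07, limma's adjusted p 0.00256), both on S1 and positive on 10 of 10 arrays, of which 4 and 9 detected them.

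The study reported a lower median signal for predicted genes with no full-length cDNA than for loci with one. The array files pair no probe with such a locus type and other lists of loci were not used here, so the probes were classed by name alone. Probes named after cDNAs (AK) or cDNA loci (marked COMM, SPEC, E5 or END3TU) were set against probes of gene models (marked CDS or END). Over the 19 arrays, the median scaled signal of a class ran from 17620 to 70300 for AK, 1836 to 4758 for COMM, 1508 to 1984 for E5, 1158 to 1642 for END3TU and 934 to 1119 for SPEC. It ran from 438 to 628 for END and from 315 to 520 for CDS. Each of the 5 cDNA classes had a higher median than both gene-model classes on 19 of 19 arrays. The median of cDNA-derived over that of gene-model probes averaged 4.81 on S1 and 5.10 on S2, and with normexp, loess and Aquantile it was 2.57 and 2.40. The sequences of the classes differ, so these medians describe sets of probes and not equal molecules.

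**Figure D3:**
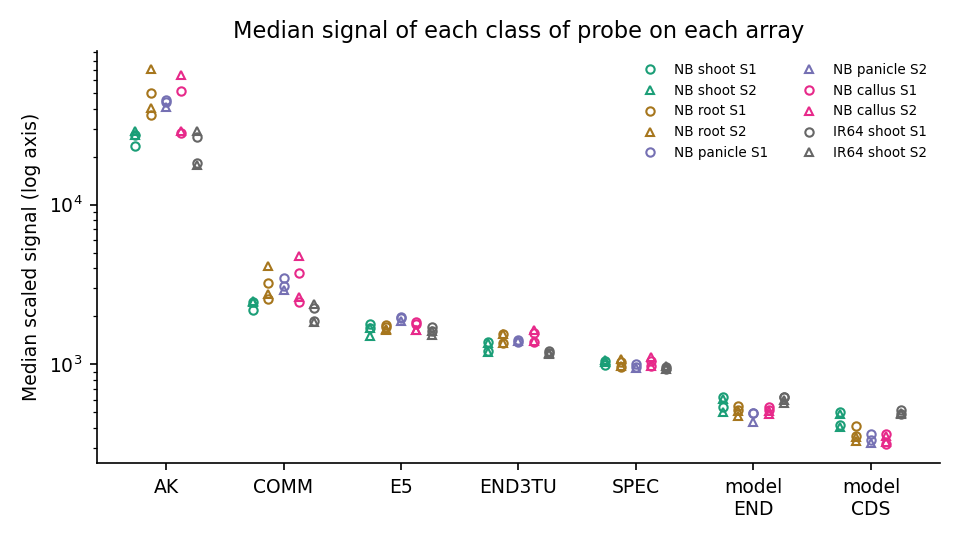
Median scaled signal (log axis, arbitrary units) of each class of probe on each of the 19 arrays, with colours for tissues, circles for S1 and triangles for S2. The gene-model classes END and CDS lie at or below 628 on every array and the cDNA classes at or above 934.

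Probes of cDNA loci were also joined by the locus in their name, a locus taking its highest probe as in the study's methods. Probes marked END3TU and probes of gene models were not joined, and each counted as 1 unit. Their shares are those of single probes, while a cDNA locus could take the highest of several. Of 20419 loci with cDNA probes, 97.7% were detected in at least 1 NB tissue, 89.1% exceeded 1000 in at least 1 and 64.2% in all 4. With the median probe of a locus in place of the highest, 86.2% exceeded 1000 in at least 1. Among cDNA loci with 1 probe, 97.1% were detected and 87.0% exceeded 1000 in at least 1 NB tissue. Of 8476 probes marked END3TU, 93.3% were detected and 74.0% exceeded 1000. Of 36092 probes of gene models, 75.1% were detected, 38.6% exceeded 1000 in at least 1 NB tissue and 21.4% in all 4. Of all 64987 such units, joined or single, 84.6% were detected in at least 1 NB tissue.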

Values the study reported

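The study reported a significant signal for 93% of the loci with probes in at least one Nipponbare sample. Above a signal of 1000, it reported a significant signal in at least one tissue for 85% of loci with both a full-length cDNA and an annotated gene, 58% of cDNA loci without an annotated gene and 27% of annotated genes without a cDNA. These locus types were not assigned to probes by name alone, so their denominators are not those of the classes above.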

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

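The tests on the CAB_QC spots in this part were chosen after the result was seen.

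The arrays carry positive control spots that no comparison above uses. In 5 families of them, spots lay above the negative controls on all 19 arrays, with the median over the arrays of their ratio to the negative controls at 74.9 for CAB_QC, 37.55 for the 40 names with Pro25G, 11.2 for SIG_QC, 5.25 for 6 of the 11 names that start with r60, and 4.09 for COR_QC. The files do not say what these names stand for or whether their targets were added to the samples. Apart from CAB_QC, the largest range between tissue means in these families was 1.65 on the log2 scale, and no explanation was tested for them.

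CAB_QC differed between tissues. Its scaled signal was 11280 to 31020 on the 8 shoot arrays of both varieties, 4430 to 6312 on the 3 panicle arrays, 386 to 1073 on the 4 root arrays and 137 to 229 on the 4 callus arrays. The medians of the negative controls ran from 37.5 to 194 over the arrays. Control RNA added in equal amounts would give similar signals in each tissue, but the range between tissue means was 16.5 times the SD between arrays of 1 tissue. Scaling is not the cause, since the unscaled signal of the lowest shoot array was 34.6 times that of the highest callus array. A mislabelled sample is argued against, since no tissues overlapped, and the smallest step between them was 1.69-fold. A transcript of the sample that differs between shoot, panicle, root and callus may be what these spots measure. Control RNA added in unequal amounts per tissue stays open, and the tissue difference itself was not tested further.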

How the results depend on the processing

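The replicate block with quantile normalization, the value rule of a locus and each replicate alone for detection and probe classes were chosen after seeing the data. Apart from named probes and settings that leave out a replicate, 65 values under an alternative left the range called stable (1.5 times for counts, the spread between replicates or the binomial interval for other values) and 170 stayed within it. No direction of a named probe reversed. For the results below the cause was not tested unless stated.

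The replicate block gave 25183 calls in root against shoot, 22674 in panicle against shoot, 30232 in callus against shoot, 11290 in panicle against root, 18213 in callus against root, 14369 in callus against panicle and 3019 between varieties, and enriched counts of 5326 in shoot, 2977 in root, 2460 in panicle and 3548 in callus. Together with quantile normalization it gave 26665, 24093, 31246, 11971, 19415, 15742 and 3763, and 6277, 3088, 2442 and 4297. The block removes the replicate shift that the tissues share. In the simulation with a shift equal in every tissue it raised recovery, while in the simulations without a shift recovery did not rise. The block changed no call of a named probe. Scan date as a block gave 27382 in callus against shoot, 11234 in panicle against root, 14971 in callus against root and 3114 enriched in callus.

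With only probes detected on every array, which tests fewer probes, the counts were 3439 in panicle against root, 5777 in callus against root, 5003 in callus against panicle and 565 between varieties, and 816, 693 and 948 were enriched in root, panicle and callus. Fits of only the groups compared, with fewer arrays, gave 11714 in callus against shoot, 2443 in callus against root, 2705 in callus against panicle and 144 between varieties.

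Under normexp, loess and Aquantile, 3200 probes were enriched in callus, the SD between replicates was 0.31 on S1 and 0.43 on S2, that of the dye ratio 0.12 and 0.11, and the ratio of cDNA-derived to gene-model medians 2.57 and 2.40. That ratio was above 1 in each setting tried. Without a filter the SD of the dye ratio was 0.27 and 0.31. The dye calls were 21042 with normexp and loess, 276 at 1.5-fold or more, and 654.6 at the software's p below 0.01, the mean per array summed over both designs. Scaling to the 75th percentile left 6536 higher and 6597 lower calls in panicle against shoot, against 6947 and 4629.

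Detection in at least 1 channel gave shares on S1 of 85.1% in NB shoot, 90.6% in root, 90.6% in panicle and 84.9% in IR64 shoot, and on S2 of 89.2% in panicle. Without the step of 2.6 standard deviations the shares on S1 were 94.4% in NB shoot, 96.1% in root, 96.0% in panicle, 96.1% in callus and 94.4% in IR64 shoot, and on S2 92.0% in NB shoot, 92.1% in root, 94.9% in panicle and 92.4% in IR64 shoot. Loci above 1000 were 86.2% by their median probe and 87.0% among loci with 1 probe.

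With each replicate left out in turn, a group with 1 array left is assumed to vary like the others. The counts ran from 7482 to 16257 in root against shoot, 5913 to 13909 in panicle against shoot, 9986 to 20285 in callus against shoot, 3488 to 7163 in panicle against root, 4476 to 9535 in callus against root, 4939 to 7545 in callus against panicle and 390 to 1440 between varieties. The enriched counts ran from 1263 to 2907 in shoot, 831 to 1746 in root, 810 to 1451 in panicle and 677 to 2542 in callus, and the dye calls from 5292 to 10291. Lowest values came without a replicate of a group compared, except the dye calls, which were lowest without NB callus replicate 2. Leaving out NB panicle replicate 1 removes panicle from S2, so it gives no value for panicle pairs or enriched counts. The values of 18 named probes stayed past the threshold in 354 of the cases and lost the call in 21, all of them with a replicate left out. Those were 2 cases for the panicle probe E5_11157 and the rest for 5 of the 6 named probes of the variety comparison. The SD between replicates was 0.65 on S2 against 0.45 on S1, and the cause was not tested. Signal over background limits the folds of named probes, which are lower bounds where the dimmer group was not well above background.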

Other observations

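The tests of scaling and kit for IR64, of the batch and scan date behind the replicate numbers and of dim arrays were chosen after the results were seen, and the others in this part before.

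More probes were called lower than higher in IR64 shoot. The excess was smaller with scan date as a block, where 62.5% of the calls were lower, against 77.9% in the main fit. Scaling is argued against, as the lowest share of lower calls under the 3 other scalings was 71.6%. Its 95% Wilson interval of 69.45 to 73.6 treats probes as independent, so it does not measure the spread between arrays. Sequence differences between IR64 transcripts and the probes could lower single probes of a locus. If so, other probes of the locus would follow a lower call less often than a higher one. On average 43.8% of the other probes followed a lower call and 42.9% a higher one, a difference of 0.838 points with a 95% bootstrap interval of -13.7 to 15.9, and with 32 loci called higher this cannot be told apart from no difference. The varieties shared 0 extraction kits in the labels, so by the labels the kit cannot be told apart from variety. By the study's methods both shoots had the same kit, which would leave it out as a cause. A difference in expression between the varieties stays open, untested.

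Deviations between replicates were shared by the tissues. The lowest correlation of deviations between tissues was 0.114 across probes. A batch of hybridization or scan behind the replicate number would give this, but the value only restates the pattern and cannot decide. On S1 the 2 pairs of tissues whose replicate 1 arrays shared a scan date correlated more than the other pairs, by 0.271 (one-sided exact permutation p 0.0667, the smallest that 15 groupings of the tissues can give). On S2, with 1 such pair, the difference was 0.0361 (exact permutation p 0.333). A scan batch cannot be told apart from another cause with so few pairs. The range of signal is argued against as the cause, because quantile normalization left the median correlation at 0.990 of its value. Differences between the replicate RNA extracts of a tissue, if these were separate, may add to the deviations, and labelling reactions that differed between replicates would give the same result. Over 456 probes on both designs, deviations correlated at 0.669 for the same tissue and 0.470 for other tissues, a difference of 0.199 (one-sided exact permutation p 0.0417, the smallest that 24 matchings of 4 tissues can give).

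The share of probes detected followed the brightness of the array. On S1 the share correlated with log2 of the median background-subtracted signal over 10 arrays, with Pearson's r 0.994 (permutation p 4e-05, adjusted 4e-05 over 2 relations) and Spearman's rho 0.952 (permutation p 0.00012). Without the 2 arrays farthest from the median brightness r was 0.972. No correlation is given within a replicate number, which held 5 arrays of S1. Replicate 1 had median signals of 91.8 to 167.2 with shares of 80.1% to 88.3%, and replicate 2 had 54.8 to 116.5 with 73.2% to 84.5%. On S2 the replicates form separate clusters of 5 and 4 arrays and no pooled value is given. Dimmer arrays are a candidate explanation for low shares. Detection is judged against background noise, so part of this relation is built in.

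Dye differences of the probes on both designs repeated between them. Over these 1028 probes, all of the bright AK class, the mean dye difference correlated at 0.957 across probes (permutation p 0.001, the smallest that the permutations drawn can give), although the probes lie at other places on the slides, which argues against position on the slide as the cause for this class. Over all probes of the fits, the dye ratios of the 2 replicates of a group on 1 design correlated at only 0.258 to 0.463. No biological explanation applies, since both channels held the same RNA.

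Neighbouring cDNA loci, taken from the locus numbers in the probe names on the assumption that these follow the chromosome, had slightly similar profiles over the 4 NB tissues. The mean correlation of 19374 adjacent pairs was 0.0670, above each of 200 shuffles of loci within chromosome and strand (mean 0.0244), which argues against chance. Pairs with a locus on each design had 0.0528, also above all 200 shuffles, which argues against a shared place on a slide. Pairs 10 loci apart had 0.0228, no more than the shuffles, of which 116 of 200 were as large. Cross-hybridization between adjacent duplicates could give such a short reach, but it should then have been limited to adjacent loci, and pairs 2 apart still had 0.0383, above all shuffles. It cannot be told apart from shared regulation of neighbours with these data, since neither outcome set before the test was met in full.

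Probes of 1 locus differed widely. Over the arrays, the median range between detected probes of a locus was 3.46-fold to 5.54-fold, and 21.9% to 34.1% of such loci spanned over 10-fold. Of the 5247 cDNA loci with several probes, 95.4% exceeded 1000 by the highest probe and 84.0% by the median probe.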
